# Microarray dataset of transgenic rice overexpressing *Abp57*

**DOI:** 10.1016/j.dib.2017.07.047

**Published:** 2017-07-23

**Authors:** Lay Wen Tan, Cheng Seng Tan, Zuraida A. Rahman, Hoe-Han Goh, Ismanizan Ismail, Zamri Zainal

**Keywords:** Microarray, Abp57, Overexpressing, Rice

## Abstract

The dataset presented in this article describes microarray experiment of *Auxin-binding protein 57*, *Abp57*-overexpressing transgenic rice. The gene expression profiles were generated using Affymetrix GeneChip® Rice (Cn) Gene 1.0 ST Arrays. Total RNA from seedlings tissue of transgenic rice and wildtype, which serve as control were used as starting materials for microarray experiment. Detailed experimental methods and data analysis were described here. The raw and normalized microarray data were deposited into Gene Expression Omnibus (GEO) under accession number GSE99055.

## Specifications Table

**Table:** 

Subject area	Biology
More specific subject area	Gene expression study
Type of data	Table, visualisation figures
How data was acquired	Affymetrix GeneChip® Rice (Cn) Gene 1.0 ST Arrays, Robust Multi-Array Average and statistical analyses
Data format	Raw (CEL.) and normalized (CHP.)
Experimental factors	*Abp57*-overexpressing line vs. wildtype (control)
Experimental features	Total RNA was extracted from whole seedlings of *Abp57*-overexpressing rice and control. Each sample contains three biological replicates and each replicate consists of three seedlings.
Data source location	The National University of Malaysia, 43600 Bangi, Malaysia (3°16′14.63″ N, 101°41′11.32″ E)
Data accessibility	Microarray data are available from Gene Expression Omnibus database with GEO accession number GSE99055

## Value of the data

• Global gene expression analysis of transgenic rice overexpressing an *Auxin-binding Protein 57, Abp57*.
• Provide data basis for identification of genes that might be involved in auxin-regulated activities.
• Guidance for further experiments in analysing biological processes regulated by *Abp57.*

## 1 Data

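Whole seedlings of the *indica* rice cultivar MR219 were compared with T3 seedlings that overexpress *Abp57*, on 6 arrays, 3 of the wild-type control and 3 of the overexpressing rice. The RNA of each array came from a separate biological replicate of at least 3 seedlings, harvested at 10 days with root and shoot together, so a gene used in only one organ was measured against the RNA of the whole plant. The methods name MS medium, and the sample records name a diluted form of it. RIN was 8.3, 8.4 and 10 for control replicates 1, 2 and 3 and 9.2, 8.3 and 10 for the overexpressing ones, if the numbers of Table 1 are those of the arrays. The authors deposited log2 signals made by RMA, which corrects the background, brings the arrays to one distribution and summarises the probes of each of 41770 transcript clusters. The signals ran from 1.25 to 13.9. In the platform table 15299 clusters were paired with 1 NCBI gene, 436 with several and 26035 with none, and Supplement 1 pairs 83 clusters with 1 MSU locus. A gene with several clusters was represented by the one with the highest mean, and a cluster paired with several genes was left unnamed. From the deposited signals the log2 difference of overexpressing minus control rice was fitted for each cluster with limma, with no block, covariate or filter. The paper's text does not name the locus of *Abp57*, so the signal of the overexpressed gene was not analysed here. The number of arrays limits the precision.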

Total RNA was isolated from *Abp57*-overexpressing rice and control seedlings that were grown under controlled condition for ten days. Affymetrix microarray GeneChip procedures were used to obtain global gene expression profiles of the transgenic rice. The raw and processed data are accessible at NCBI GEO DataSets (doi: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99055).

## 2 Experimental design, materials and methods

### 2.1 Plant material and RNA extraction

T3 seeds of *Abp57*-overexpressing rice obtained through *Agrobacterium*-mediated transformation [1] were used as starting material in this experiment. The control and transgenic rice seeds were surface sterilized and grown on MS media for ten days under controlled condition.

Total RNA was extracted from seedlings of *Abp57*-overexpressing rice and control using TRIzol^®^ reagent (Life Technology, USA) according to manufacturer protocol and then subjected to DNase treatment using Ambion^@^ TURBO^TM^ DNase to remove genomic DNA contamination. Each group of the sample contains three biological replicates and every replicates consisted of at least three seedlings. The quality and quantity of RNA samples was accessed by Nanodrop-1000 spectrophotometer. All samples showed OD_260_/OD_280_ ratios in between 1.830 and 2.004 with concentration ranging from an approximate 126.72 to 290.53 ng/µL. Results from Agilent Bioanalyzer analysis show that all samples have RIN (RNA integrity number) of 8.3–10.0 (Table 1).

**Table 1:** Spectrophotometric reading and RIN of RNA samples.

**Sample**	**Nisbah 260/280**	**Nisbah 260/230**	**Kepekatan (ng/μL)**	**RIN**
Control-1	2.004	1.880	222.17	8.3
Control-2	1.995	1.827	200.68	8.4
Control-3	1.976	1.897	161.13	10
*OxAbp57-1*	1.997	1.859	290.53	9.2
*OxAbp57-2*	1.830	1.628	126.72	8.3
*OxAbp57-3*	1.974	1.981	259.28	10

### 2.2 Microarray data normalization and processing

The microarray was conducted with Rice (Cn) Gene 1.0 ST Array (ssp. *indica*) according to manufacturer recommended protocol (Affymetrix, Santa Clara, USA). 

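Relative log expression, the log2 signal of a transcript cluster minus its median over the 6 arrays, had a median of 0.0049, 0.019 and 0.0030 on the control arrays 1, 2 and 3. On the overexpressing arrays 1, 2 and 3 the median was -0.033, 0.0014 and -0.0014. The interquartile range lay between 0.201 on overexpressing replicate 2 and 0.30 on overexpressing replicate 1. The median signal of an array was 5.21 to 5.30.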

The CEL files generated were imported into Affymetrix® Expression Console™ Software for normalization using Robust Multiarray Analysis (RMA) method [2] to ensure the comparability of the relative log expression signal (RLE) across all samples (Fig. 1a). Principal component analysis (PCA) showed that the gene expression of *Abp57*-overexpressing rice was distinguishable from the control (Fig. 1b).

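Markers of dividing tissue differed more between replicates of the control than between the genotypes. Over 4 measured markers, the median deviation from the mean of the 6 arrays was 0.54, 0.55 and -0.81 in control replicates 1, 2 and 3, and 0.22, -0.38 and -0.25 in overexpressing replicates 1, 2 and 3. The 12 expansins, which loosen the walls of growing cells, had a median deviation of -0.66 in control replicate 3 and between -0.06 and 0.31 in the other arrays. The 9 iron uptake genes had -0.62, -0.90 and -0.82 in the controls against 0.98, 0.66 and 0.67 in overexpressing rice, a division largely fixed in advance, since 7 of them are in Supplement 1, which was called on these arrays and read before the list was fixed. The first 3 components held 39.0%, 27.2% and 13.1% of the variance. On the first, control replicate 3 lay at 64.4, overexpressing replicates 2 and 3 at 14.1 and 11.7, and the remaining arrays between -41.2 and -21.6. On the second, the controls lay at 28.9, 42.6 and 3.82 and the overexpressing arrays at -44.9, -12.7 and -17.8. The mean Euclidean distance over all clusters was 87.7 between arrays of different genotype and 83.4 between arrays of one genotype, a ratio of 1.05 that ranked second of the 10 ways to divide the arrays 3 against 3 (exact permutation test, one-sided, p = 0.2, where 0.1 is the smallest p possible). The ratio was 0.985 without overexpressing replicate 1.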

**Fig. 1:**
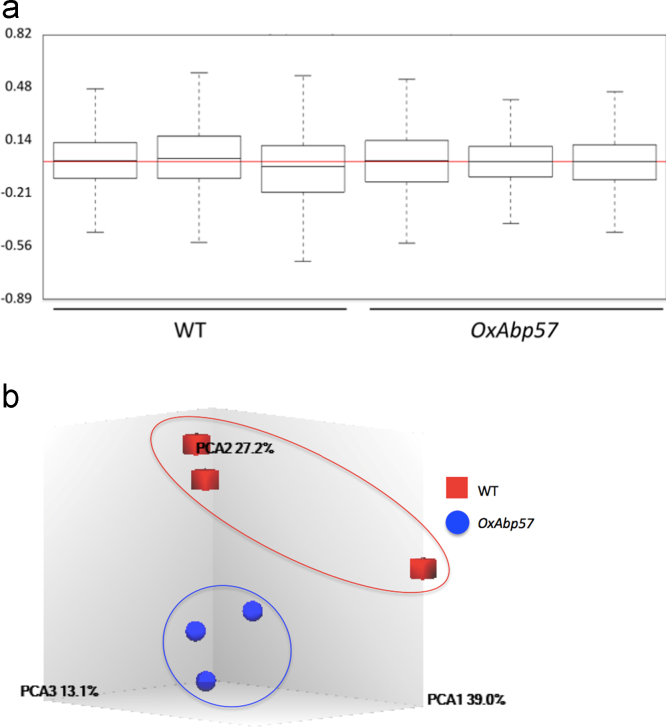
(a) Relative log expression of the samples were found to be at equal level and signal intensity across the samples were comparable. (b) Principal component analysis plot of all six samples. Each dot represents a sample and the positions of the dots are relative to each other. Samples that have similar overall gene expression levels will group together into cluster.

The CHP files generated from normalization were subsequently loaded into Transcriptome Analysis Console (TAC) Software for obtaining differential gene expression data using one-way ANOVA (unpaired) and default filter criteria of fold change >|2| with ANOVA *p-value* of less than 0.05. Overexpression of *Abp57* has resulted significant changes in gene expression of transgenic rice as shown in volcano plot and heat-map (Fig. 2). 

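Genes of iron uptake rose together in overexpressing rice. Of 20 listed genes of phytosiderophore synthesis and iron transport, 9 were measured under a matched name, 7 rose, none fell and 2 did not pass fold over 2 with an unadjusted p under 0.05. *NAS1*, a nicotianamine synthase, rose with a log2 fold change of 3.25 (standard error 0.58, 3 arrays per genotype), or 2.44 without control replicate 3 and 2.45 with the biweight fold. *NAAT1*, the aminotransferase of the next step toward mugineic acids, rose by 2.31 (0.17), the metal transporter *NRAMP1* by 2.21 (0.23), the iron-phytosiderophore transporter *YSL15* by 1.93 (0.19), and *YSL2*, a transporter of iron-nicotianamine, by 1.53 (0.16). *IRO3*, a bHLH regulator of the iron deficiency response, rose by 1.28 (0.19) and *NAS2*, a close copy of *NAS1* that can share probes with it, by 1.06 (0.20), though it fell just short of fold over 2, at 0.97 or more, without any one of control replicates 1 and 3 and overexpressing replicates 1 and 2. The ferrous iron transporters *IRT1* and *IRT2* had log2 fold changes of 0.03 (0.13) and 0.00 (0.21). The list had a median of 1.53 (adjusted p = 1.6e-14 from limma's camera, 0.020 as adjusted p with an estimated correlation). Over all clusters 2 of its genes passed an adjusted p under 0.05, and 7 when adjusted over the list alone. All 7 are in Supplement 1, which was read before the list was fixed, so the count is not independent evidence. *TOM1*, the efflux transporter of mugineic acids, was matched only through Supplement 1 and had a log2 fold change of 3.95 (0.50), or 3.28 without control replicate 3. Its signal was 2.53 in control replicate 3 against 4.48 and 4.58 in the other controls, and *NAS1* had 5.94 there against 8.38 and 8.35.

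**Figure D1:**
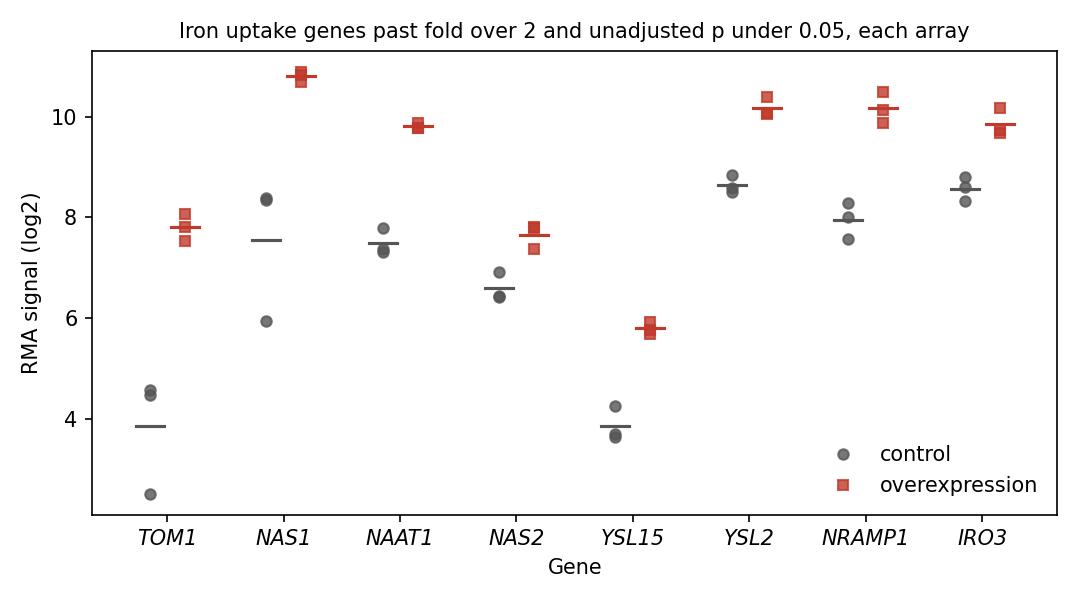
RMA signal (log2) of 8 iron uptake genes that rose, on each array, with circles for the 3 control arrays, squares for the 3 overexpressing arrays and a line at each mean. *IRT1* and *IRT2*, which did not rise, are not drawn. *NAAT1* lies at 9.77 to 9.88 in overexpressing rice against 7.31 to 7.80.

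Of 9 measured genes of diterpenoid phytoalexin synthesis, 4 fell and none rose by limma, and 2, *KOL4* and *CPS4*, fell by the methods' test. These 2 are in Supplement 1, which was called with that test on these arrays and read before the list was fixed. Their passing was therefore fixed in advance, and the list's p is not fully independent of it. The log2 fold change was -1.73 (0.44) for the oxidase gene *KOL4*, -1.60 (0.50) and -1.51 (0.23) for the diterpene cyclase genes *CPS2* and *CPS4*, and -1.05 (0.41) for the cytochrome P450 gene *CYP71Z7*. Without control replicate 3 *CPS2* had -2.23, and with the biweight fold *CYP71Z7* had -1.76. Over all clusters none passed an adjusted p under 0.05, and 6 did when adjusted over the list alone. *CYP71Z7* was under fold over 2 with cyclic loess or RIN and without any one of control replicates 1 and 2 and overexpressing replicates 1 and 2, at -0.74 without control replicate 1, and the signals of the genotypes overlapped for it and for *CPS2*. The list median was -0.95 (adjusted p = 2.5e-06 from camera, 0.23 as adjusted p with an estimated correlation). With fry, which does not compare a list with other genes, the list had an adjusted p of 0.16. Its median deviation was 0.86 and 0.71 in control replicates 1 and 2 but -0.24 in control replicate 3. Of 7 measured genes of defence, *PBZ1*, a pathogenesis-related protein gene, fell by 2.12 (0.68) and the chitinase gene *Cht1* by 1.09 (0.31) on the log2 scale, and 5 did not pass (adjusted p = 2.2e-04, 0.13 as adjusted p with an estimated correlation). By the methods' test 0 of the 7 passed, and *Cht1* had -0.61 with the biweight fold, -0.79 with array weights, -0.78 without control replicate 3 and -0.83 without overexpressing replicate 1. *PBZ1*, which did not pass without control replicate 2, was at 5.30 in control replicate 3, near the mean of 5.06 in overexpressing rice, and reached 8.26 in the other controls, so that its log2 fold change was -3.06 without control replicate 3.
Few auxin response genes passed. Of 24 Aux/IAA repressor genes 1 rose, *IAA13* with 1.01 (0.43), and the list median was 0.17 (adjusted p = 0.036, 0.20 as adjusted p with an estimated correlation). None of 10 measured auxin response factors (25 listed), 6 *GH3* genes (13 listed) or 6 genes of auxin synthesis and transport passed fold over 2 with an unadjusted p under 0.05. Their list medians were -0.07, -0.20 and -0.04 (adjusted p = 0.55, 0.17 and 0.74 from camera). The last list had 27 members, including receptors. Only *PIN10a*, *PIN5a*, *PIN5b*, *PIN5c*, *PIN9* and the synthesis gene *YUC1* were measured, so auxin perception was not tested. Of the *GH3* genes 3 passed when adjusted over the list alone, *GH3-5* with 0.41 and *GH3-6* and *GH3-8* with -0.66 and -0.57, and with fry, which does not compare a list with other genes, that list had an adjusted p of 0.041. *IAA13* did not pass by the methods' test or without any one overexpressing array, and without control replicate 3 it had 0.45 and the Aux/IAA list an adjusted p of 0.13. The paper states that overexpression changed gene expression, as shown in its volcano plot and heat map.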

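LOC_Os09g09350, outside the gene lists, rose strongly. It had a log2 signal of 4.71 ± 0.30 in the control and 7.97 ± 0.58 in overexpressing rice (SD, n = 3), a log2 fold change of 3.27 (standard error 0.29, adjusted p = 0.027 from limma). LOC4351422, on chromosome 12, had 3.29 (0.29, adjusted p = 0.027). LOC_Os07g39450, LOC_Os03g18250 and LOC_Os09g02270 rose by 2.72 (0.18), 2.57 (0.28) and 2.48 (0.26). LOC_Os04g28620 rose by 2.81 (0.71), with signals of 8.85, 7.42 and 6.03 in overexpressing replicates 1, 2 and 3, and had 2.10 without the first of these, 3.51 without the last and 2.15 with array weights. Among the falls, LOC_Os01g10400 had a log2 fold change of -2.73 (0.39), but the platform table pairs its cluster with LOC9270767, so that name is uncertain. The genes *RSOsPR10* and *PR10like* of pathogenesis-related protein 10 had -2.14 (0.40) and -1.41 (0.27). Both belong to the defence list but were matched only through Supplement 1 and stayed out of its test. LOC_Os02g32814, LOC_Os09g08130 and LOC_Os06g08240 fell by 1.69 (0.29), 1.58 (0.37) and 1.44 (0.36) on the log2 scale. With the biweight fold LOC_Os09g08130 had -2.17. Cluster 16413996, unnamed in the tables used here, had -2.08 (0.44). The zinc transporter gene *ZIP9* rose by 1.83 (0.35), while the other 7 measured genes of its list did not pass. At fold over 2 and unadjusted p under 0.05, limma called 140 clusters higher and 72 lower. Over all clusters, the 3 signals of one genotype lay above the 3 of the other in 13.0%, where chance gives 10%. At an unadjusted p under 0.05 limma had 2875 clusters, where chance alone would give about 2089. Among them it called 6 higher and 0 lower at an adjusted p under 0.05, and the methods' test called 0. Those 6 were LOC_Os07g39450, *NAAT1*, *YSL15*, LOC_Os09g09350, LOC4351422 and cluster 16427113, also unnamed. Without control replicate 3 the counts were 94 higher and 57 lower at the adjusted p, and 222 and 196 at the fold, while without any one of the other arrays no cluster passed the adjusted p.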

A total of 90 genes were up-regulated and 31 genes were down-regulated in *Abp57*-overexpressing rice compared to control (Supplement 1).

**Fig. 2:**
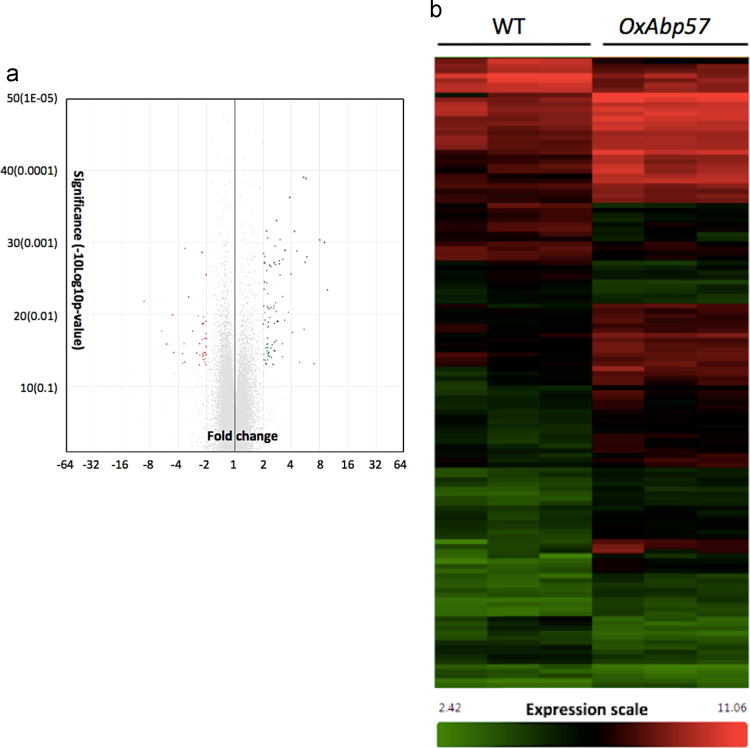
Effects of *Abp57*-overexpression on global gene expression of transgenic rice was profiled using Affymetrix GeneChip® Rice (Cn) Gene 1.0 ST Arrays. (a) Volcano plot showing differentially expressed gene on transgenic rice at absolute fold change >2 and ANOVA *p*-value<0.05. Green dots represent up-regulated DEGs and red dots represent down-regulated DEGs. (b) Heat-map showing expression patterns of 131 DEGs. Red colour columns represent expression level near to 11 and green colour column represent expression level near to two.

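The clusters of the heat map had signals from 2.42 to 11.1 on the 6 arrays. At the upper end LOC_Os02g32814 had 10.3 to 11.1 in the controls and 8.76 to 9.64 in overexpressing rice. *NAS1* had 8.38, 8.35 and 5.94 in control replicates 1, 2 and 3 and 10.7 to 10.9 in overexpressing rice.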

# Supplementary material for: Microarray dataset of transgenic rice overexpressing Abp57
**Source:** Data Brief. 2017 Jul 23;14:267–71. doi: 10.1016/j.dib.2017.07.047
**Supplement:** Supplementary file 1 — Supplementary material

AUTHOR DECLARATION

In submitting this manuscript to journal Data in Brief, I hereby declare, on behalf of myself and my co-authors, that there are no known conflicts of interest associated with this publication and there has been no significant financial support for this work that could have influenced its outcome.

We confirm that the manuscript has been read and approved by all named authors and that there are no other persons who satisfied the criteria for authorship but are not listed. We further confirm that the order of authors listed in the manuscript has been approved by all of us.

We confirm that we have given due consideration to the protection of intellectual property associated with this work and that there are no impediments to publication, including the timing of publication, with respect to intellectual property. In so doing we confirm that we have followed the regulations of our institutions concerning intellectual property.

We understand that the Corresponding Author is the sole contact for the Editorial process (including Editorial Manager and direct communications with the office). He is responsible for communicating with the other authors about progress, submissions of revisions and final approval of proofs. We confirm that we have provided a current, correct email address which is accessible by the Corresponding Author and which has been configured to accept email from .

**Signature:**

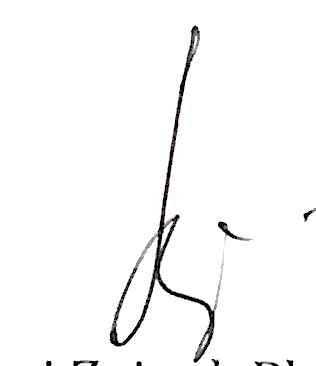

(Duly authorized by all contributing authors)

Date: 3 July 2017

# Supplementary material for: Microarray dataset of transgenic rice overexpressing Abp57
**Source:** Data Brief. 2017 Jul 23;14:267–71. doi: 10.1016/j.dib.2017.07.047
**Supplement:** Supplementary file 2 — Supplementary material

Supplement 1. 

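Supplement 1 gives, for 90 clusters higher and 41 clusters lower in overexpressing rice, the transcript models behind the cluster, the fold change and the unadjusted p of the methods' test. All 131 had the listed direction in the deposited signals. *TOM1*, first in the supplement with the paper's fold change of 9.74, had 9.74 when each genotype was averaged by Tukey's biweight, which gives less weight to an outlying array, and 15.4 from plain means. LOC_Os01g10400, last with the paper's -9.27, had -9.27 by biweight and -6.63 from means. Over the supplement the biweight log2 fold changes differed from the listed ones by at most 0.0034, and the recomputed p-values by at most 1.7e-06. With limma and plain means 76 of the higher and 23 of the lower clusters passed fold over 2 and an unadjusted p under 0.05, and the other 32 had a fold under 2. Of the 131, 6 passed limma's adjusted p under 0.05.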

List of differentially regulated genes between wildtype and *Abp57*-overexpressing rice.

How the deposited data were processed for this re-analysis (not part of the article)

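RNA of whole 10-day seedlings of wild-type rice cv. MR219 and of rice overexpressing *Abp57* was measured on Affymetrix Rice (Cn) Gene 1.0 ST arrays, with 3 biological replicates of at least 3 seedlings for each genotype. The authors normalized the scanned arrays with RMA in Affymetrix Expression Console and deposited the log2 signals of 41770 transcript clusters, and they compared the genotypes in Transcriptome Analysis Console (software named in the methods and in the submitters' processing notes, versions not given in the sources used here). The scanned images and probe intensities were not used here, so background correction and summary could not be repeated. The deposited log2 signals were used as they are: 469 clusters, in 220 sets, share their 6 signals with another cluster, and 2 of these were among the calls.

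The main comparison was made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups, all clusters, Benjamini-Hochberg adjustment over all clusters). Clusters were counted at an adjusted p under 0.05, and at the paper's thresholds of fold over 2 and unadjusted p under 0.05, with the fold from mean log2 signals. In the text rose and fell mean that a cluster passed fold over 2 and the unadjusted p. The methods' test was rerun, with folds from means and from Tukey's biweight. On simulated signals of the 41770 clusters, 100 changed by a log2 fold of 1.5 and 100 by 3, limma recovered 99% and 100% at the fold and unadjusted p and 68% and 93% at the adjusted p, with 140 and 10 unchanged clusters called. Each cluster was simulated independently, without the differences between arrays that many clusters share in the real signals. These shares and counts therefore need not hold for the real arrays.

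Genes were named from the platform table through gene identifiers of the NCBI rice assembly ASM3414082v1 and from Supplement 1, and no coordinates are given since the array is of another subspecies. The platform table marks no control probes. Before the data were examined, but after Supplement 1 was read, 18 gene lists with 271 members were fixed. Of these members 132 were matched by name to 1 measured NCBI gene and entered the tests, 5 were matched only through Supplement 1 and stayed out of them because the paper's calls picked them, and 134 had no unique name or no cluster. Lists were tested with camera (preset correlation 0.01, two-sided, adjusted over the 18 lists) over 14662 clusters, 1 for each gene, and again with an estimated correlation. The named genes were chosen by a rule fixed at the same time: the 8 largest rises and 8 largest falls among clusters with 1 MSU locus, past the fold and the unadjusted p and with the genotypes apart, each list member past the fold and the p, and the 5 highest and 5 lowest folds of Supplement 1. MSU loci came only from Supplement 1, so the first part of the rule chose within it. It gave 31 clusters, of which 2, paired with several genes, are not named. Cluster 16427113 was named after its value was seen.

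Distances between arrays were tested over the 10 splits of 3 arrays against 3. For each array left out in turn, the 200 clusters of lowest p among the other 5 arrays were used to place it between the genotype means. Calls in the ends of chromosomes 11 and 12 were tested with Fisher's exact test. The alternatives were the methods' test, an intensity trend, a filter on the 25% dimmest clusters, repeated quantile normalization, cyclic loess, array weights, a replicate block, RIN as a covariate, only clusters with a gene, and each array left out in turn. Restriction to clusters with a gene leaves the list tests as they are and was not counted there. For lists fry and the mean of all clusters of a gene were tried, and for distances unit variance and the 1000 most variable clusters. Figures were drawn with matplotlib 3.10.9.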

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

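The tests of explanations here were chosen after the list's values were seen, except the count over other splits. The paper's text does not discuss iron, and the iron uptake list stood out among genes outside those it discusses, with a median log2 fold of 1.53. A larger share of root tissue would raise root markers about as much, but the median of 5 root markers was 0.057 (SD between them 0.37), and that of 6 shoot markers was 0.34. A single array is argued against by the lowest median without any one array, 1.42. The 7 genes that rose had the genotypes apart, so no one array could reverse them. Probes shared between *NAS1* and *NAS2* cannot be judged from the median of the other members, 1.53. *NAS1* lay above the list median and *NAS2* below it, so leaving out both had to return the same value. The other genes that rose, *NAAT1*, *NRAMP1*, *YSL15*, *YSL2* and *IRO3*, had log2 folds of 1.28 to 2.31, so their rises do not rest on that pair. The list's p was the smallest in 1 of the 10 splits of the arrays, at 8.9e-16 against 0.0011 for the next, and 10 splits are too few for a share under 0.05. The 7 members that rose are in Supplement 1, which was called on the real split and read before the list was fixed, so the comparison favours that split. A response to *Abp57*, a difference in iron supply between the plates of the genotypes and any other difference between the transformed rice and the wild-type control stay open, since no array separates them.

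At an adjusted p under 0.05 the real split gave 6 clusters and the highest other split 5, and the real one was the largest in 1 of 10 splits. At fold over 2 and the unadjusted p it gave 212, while the split of control replicates 1 and 2 with overexpressing replicate 1 against the rest gave 556, so 2 of 10 splits were as large, which points to a structure of the samples apart from the genotype. With 10 splits a share under 0.05 cannot be had.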

How the results depend on the processing

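The 31 named clusters kept their direction under all alternatives, and in 463 of 495 comparisons their side of fold over 2 and the unadjusted p. This was largely fixed in advance. The clusters were chosen for passing in the main fit or for their fold in Supplement 1. The methods' test with plain folds, the intensity trend, the filters and the replicate block leave the fold as it is. The iron uptake list passed in 16 of 16 alternatives that change its test (adjusted p 9.4e-16 to 0.020). This too was largely fixed in advance, since 7 of its 9 measured genes are in Supplement 1, which was called on these arrays. With an estimated correlation 1 list passed against 6. The estimate was -0.044 for the iron uptake list, -0.108 for defence and -0.018 for Aux/IAA, below the preset 0.01. These values argue against a higher correlation between genes as the cause of the larger p of these lists. For the phytoalexin, methionine salvage and shoot marker lists it was higher, at 0.50, 0.42 and 0.036. Other causes were not tested. The phytoalexin list passed in 14 of 16 (up to 0.23) and the Aux/IAA list in 10 of 16 (up to 0.22). Clusters higher at the adjusted p numbered 6, 0 by the methods' test with either fold (lowest adjusted p 0.336, with 2676 at an unadjusted p under 0.05), 12 with an intensity trend, without the dimmest clusters or with quantile normalization, 24 with array weights, 14 with a replicate block, 2 with RIN and 11 with only named clusters (fewer tested). Lower ones numbered 0, 1 without the dimmest or with the block and 2 with array weights. Without 1 array they ranged from 0 to 94 higher and 0 to 57 lower. At the fold and unadjusted p, lower clusters numbered 72, but 27 and 41 by the methods' test with plain and biweight folds and 122 with array weights. With only named clusters 83 were higher and 44 lower. Without 1 array, 104 to 222 were higher and 54 to 196 lower, the largest without control replicate 3. Replicate numbers did not pair the arrays (correlations of deviations 0.35, -0.11 and 0.21 for numbers 1, 2 and 3), and not every array correlated best with its own number. The distance ratio ranged from 0.985, without overexpressing replicate 1, to 1.15. The largest relative log expression median, 0.033, fell to 0.013 with quantile normalization and 0.0030 with cyclic loess, as those methods are built to do. Fisher's exact test of the chromosome 11 end gave p = 0.086, 0.034 with the biweight fold, 1 below locus 3000 with the direction turned, 0.20 below locus 7000, 0.0046 with clusters placed by neighbours (chosen after seeing the data, as were its windows below 3000 and 7000, with 0.14 and 0.040), 0.0497 without control replicate 3 and 0.075 to 0.17 without any one of the other arrays. For chromosome 12 the exact test gave p = 0.069, 0.022 and 0.027 with the methods' test, 0.33 and 0.20 below locus 3000 and 7000, 1.6e-05 with placed clusters (0.44 and 4.9e-04 below 3000 and 7000) and 0.0060 to 0.22 without 1 array. Signal over background was not used here.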

Differences from the paper's values

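The paper's text gives 90 up-regulated genes, and limma called 140 clusters at the same thresholds. Of the alternatives set before the data were examined, the methods' test gave 102 with plain folds and 99 with biweight folds, both within 1.5 times. For down-regulated genes the paper's text gives 31 and its supplement lists 41, and limma called 72. The methods' test gave 27 with plain folds and 41 with biweight folds, which is within 1.5 times of both, while 27 is not within 1.5 times of 41. The paper's legend gives 131 in the heat map, the sum of the supplement's 90 and 41, and limma called 212, against 129 and 140 by the methods' test with plain and biweight folds. Of the other alternatives, those within 1.5 times for up-regulated genes were the one without the dimmest clusters (133), quantile normalization (134), only clusters with a gene (83) and without overexpressing replicate 1 (104). For down-regulated genes only clusters with a gene (44) came within 1.5 times of both of the paper's values, and without overexpressing replicate 1 (54) within that of 41. For the sum these gave 127 and 158, also within it. The remaining alternatives lay outside for all of these. With the biweight fold 9 clusters passed that the supplement leaves out, 8 of them with no gene in the platform table. The variance of the first 3 components and the signal range of the heat map matched the numbers printed in Fig. 1 and Fig. 2. The paper describes the genotypes as distinguishable in its component plot. Between-genotype distances here were 1.05 times those within a genotype, and on the second component the controls, at 3.82 to 42.6, and overexpressing arrays, at -44.9 to -12.7, did not overlap.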

Other observations

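The tests of the array labels, of RNA integrity and of both chromosome ends together or with placed clusters were chosen after the results were seen, and that of further cell cycle genes before their values but after those of the dividing tissue markers. Other gene lists gave smaller shifts. The 3 measured genes of methionine salvage, the cycle that returns methionine to nicotianamine synthesis, had a median log2 fold of 0.63 with the genotypes apart for all 3, where chance gives 10% of clusters (adjusted p = 1.9e-04 from limma's camera, 0.20 as adjusted p with an estimated correlation), though none passed fold over 2. The 6 shoot markers had a median of 0.34 (adjusted p = 0.017, 0.20 as adjusted p with an estimated correlation and 0.11 without control replicate 3) and passed in 9 of 16 alternatives. The medians of 12 expansins, 9 jasmonate genes, 6 phosphate starvation genes, 5 heat shock genes, 8 ZIP transporters and 4 dividing tissue markers were 0.24, 0.11, -0.17, -0.10, -0.01 and -0.30, and that of 2 iron storage genes -0.07, with adjusted p from 0.55 to 0.74. A further cluster of the iron storage list, matched only through Supplement 1 and unnamed because the platform table pairs it with several genes, had -0.86 (standard error 0.19) with the overexpressing arrays below the controls, under fold over 2 from plain means, and the paper's fold change is -2.05. Without control replicate 3 the dividing tissue markers passed as lower (adjusted p = 0.0028, 0.0498 with array weights), and without control replicate 2 the expansins passed (adjusted p = 0.040). The single measured plasma membrane H+-ATPase had -0.05.

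Control replicate 3 stood apart from the other arrays, and if it held less dividing tissue, other genes of the cell cycle would be low there. Their 32 names, outside the fixed list, had a median deviation of -0.42 in control replicate 3, 0.33 and 0.28 in the other controls and 0.17, -0.17 and -0.14 in overexpressing replicates 1, 2 and 3, which is consistent with fewer dividing cells in that sample as a hypothesis. Whether it is an overexpressing array labelled as control cannot be told apart, since the values conflict: over the 200 clusters that best part the other 5 arrays its median position was 0.81 on a scale from 0 at the other controls to 1 at overexpressing rice, against 0.26 and 0.14 for control replicates 1 and 2 and 1.01, 0.66 and 0.67 for overexpressing replicates 1, 2 and 3 left out in the same way. Against this, the iron uptake list had a median deviation of -0.82 there, within the -0.90 to -0.62 of the other controls and below the 0.66 to 0.98 of overexpressing rice, though its 7 genes that rose are in Supplement 1, which took that array as a control, and the 3 methionine salvage genes, outside Supplement 1 and added to the test after that position was seen, had -0.30 there against 0.18 or more in overexpressing rice. RNA integrity cannot be told apart. The deviations of both replicates 3, each of RIN 10, correlated at 0.21 across clusters, between the bounds set. Those of control replicate 3 correlated at 0.26 with overexpressing replicate 2, of RIN 8.3, and at -0.37 with overexpressing replicate 1, of RIN 9.2. Deviations were taken from the mean of each genotype, so these correlations depend on each other and do not decide it.

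Several of the rises in Supplement 1 lie in the low-numbered ends of chromosomes 11 and 12, a pattern seen in that table, which was called on these same arrays, so no test here is independent of it. Among clusters of 1 gene, 3 of 141 were called in the chromosome 11 end (2 higher, 1 lower; Fisher's exact test, two-sided, p = 0.086) and 3 of 128 in the chromosome 12 end (3 higher, 0 lower; exact p = 0.069). With clusters that have no single gene placed between their named neighbours, an alternative chosen after seeing the data, 15 of 597 clusters in both ends were called, 2.51% against 0.466% elsewhere (Fisher's exact test, p = 3.7e-07). Below the estimated position of locus 3000 it was 3 of 247 (exact p = 0.13). Below that of locus 7000 it was 15 of 953 (exact p = 9.4e-05). With clusters of 1 gene alone both ends gave an exact p of 0.015, 0.60 below 3000 and 0.13 below 7000. A change of the whole region is argued against by the median log2 fold of all 597, -0.023 (SD between them 0.41), while it was not tested whether probes shared between the ends, which are copies of each other, count one change in both.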
